A study of Rattus norvegicus with 4 samples.

How the data were processed

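Per the labels, the 4 samples were ipsilateral and contralateral brain tissue of rats with intracerebral hemorrhage, 13 and 21 months old, with 1 sample in each of the 4 groups. Per the labels' protocols, total RNA was extracted from 9 rat brains, treated with DNase and pooled in equal amounts; whether each library or the whole series drew on 9 brains is not stated. Per the same protocols, 10 µg of total RNA per sample went through oligo(dT) beads into directional RNA-seq libraries, of which products of 200 to 500 bp were kept. The submitters' processing notes name cutadapt, TopHat2 and edgeR without versions or roles. They also name GRCh38, a human build, while the gene identifiers of the deposited table are rat Ensembl identifiers, so the build behind the values is not settled. The authors' counting step, gene lengths and the filter that made a gene "expressed" are not given in the sources used here.

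The deposited table holds RPKM values, reads per kilobase of gene scaled to the mapped reads of a library, made by the authors and rounded to 2 decimals, for 17853 genes in 4 columns. Column labels were matched to samples by age and by the side code of the sample titles. Of these genes 289 had no symbol. Where 195 table entries shared a symbol, the entry with the highest mean was used for lists and named genes. Whole reads and depth could not be recovered: of 109 olfactory receptor genes, the 36 to 50 values above 0 had a lowest quartile of 0.02 RPKM in each library, close to the rounding step of 0.01. The precision of single values is therefore unknown, and low values are the least certain.

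Values were analysed as log2(RPKM + 1) for the 12160 genes with a mean of at least 1 RPKM over the 4 libraries, leaving out 5693. Because 1 RPKM was added, a log2 ratio understates the change of low genes. The sides were compared at each age and the ages on each side as log2 ratios of single libraries, with no test, and genes with a ratio of at least 1 or at most -1 (a 2-fold change) were counted. The difference of the side ratio between ages was treated alike. The agreement of the ratios was described by correlation across genes and by overlap against the number that chance gives, n1 × n2 / N. As a secondary summary, limma (version 3.58.1 in R 4.3.3) fitted side with age as an additive term to the 4 libraries, with eBayes, two-sided, at a Benjamini-Hochberg threshold of 0.05. Its 1 residual degree of freedom is the age-by-side difference, so a gene that responds differently by age counts there as noise. No such fit was made for age, because both sides of an age can come from the same rats.

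The 64 gene lists of cell types, brain regions and pathways, the comparisons, the size threshold and the alternatives were fixed before the data were examined. A list was described by the median log2 ratio of its measured members and by the place of that median among 10000 random lists of the same size, drawn from 20 bins of mean expression. It was said to stand apart when it lay in the outer 5% of the random lists. Random lists were drawn gene by gene, whereas members of a list can vary together and some genes are in several lists. The number of lists expected by chance therefore holds only for independent genes and lists, and exceeding it is no test. Lists with fewer than 4 measured members were not tested, which left 61. Of 1075 list entries, 982 matched a symbol, 6 an older name and 4 repeated another entry; 83 were not matched and not used here. For each list the limma calls of its members were counted, once adjusted over all genes and once adjusted over the list alone.

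Named genes followed a rule. For the sides, these were the 12 highest and 12 lowest by the smaller of the ratios of both ages with the same sign. For the ages, these were the 10 highest and 10 lowest in the same way. Each single comparison added its 5 highest and 5 lowest, the difference of the side ratio its 8 highest and 8 lowest, and each list described its 2 highest and 2 lowest members. A set of injury, glial, neuronal, blood and epigenetic genes was always included where measured; Timp1, Prl and Hdac1 of that set were not analysed here, Hba-a1 was analysed as Hba1, and no gene of the table was matched to Hba-a2. The values of some list members under this rule are not reported here. Genes outside the rule are said to have been picked out after their values were seen.

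The methods were tested on simulated data made from the 4 libraries. Of 100 genes shifted by a log2 change of 1, limma recovered 96, and of 100 shifted by 2 it recovered 100, with 17 calls among unchanged genes. There were no replicates, so the spread in the simulated data could not come from repeated libraries. The recovery therefore does not tell how many calls in the real data are correct. Of 40 lists without a shift 0 stood apart, and of 40 shifted by 0.5 all 40 did. The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 RPKM, median-ratio scaling, scaling to equal sums, an intensity trend in eBayes, and the mean in place of the median of a list. After seeing the data, runs without ribosomal protein and mitochondrially encoded genes and without genes lacking a symbol were added. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. No genome was used here, so GC content and gene length were not examined.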

Results

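The series measured polyadenylated RNA in brain tissue of rats with intracerebral hemorrhage, a bleeding into the brain. Tissue of the side of the bleeding (ipsilateral) and of the opposite side (contralateral) was sequenced at 13 months of age, called adult, and at 21 months, called old. The time after the hemorrhage, the strain and the hemorrhage model are not given in the labels. The 4 groups held 1 library each, made from pooled RNA. There were no replicates, so the values carry no error and a comparison of single libraries carries no test. The deposited table listed RPKM values of 17853 genes, 17596 of them protein coding. The depth of each library is unknown, since the table gives no read counts. RPKM summed to 395490 in the 13 month ipsilateral library and to 391306 in the contralateral one. The sums at 21 months were 402100 and 388632. At least 1 RPKM was reached by 12265 and 11818 genes at 13 months and by 12242 and 11814 genes at 21 months, ipsilateral first. Mitochondrially encoded genes took 18.5% and 20.6% of the ipsilateral sums and 23.3% and 24.1% of the contralateral sums, 13 months first. Across genes, which are not independent replicates, the contralateral libraries of both ages had a Pearson r of 0.994 and the ipsilateral ones 0.978. Between the sides r was 0.940 at 13 months and 0.954 at 21 months. Chromosomes below are those of the table, whose genome build is not settled. Genes with placeholder names are left out wherever the highest or lowest genes are named below.

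The sides at 13 months were set against each other to ask how the bleeding side differed from the opposite side in adult rats. Fabp4 (ENSRNOG00000010805, chromosome 2), a fatty acid binding protein of macrophages and fat cells, had 105 RPKM on the ipsilateral and 1.25 RPKM on the contralateral side, a log2 ratio of 5.56. Spp1 (ENSRNOG00000043451, chromosome 14), which encodes the secreted protein osteopontin, had 901 and 26.1 RPKM, a log2 ratio of 5.06. Hmox1 (ENSRNOG00000014117, chromosome 19), the inducible heme oxygenase that breaks down heme, had 169 and 4.51 RPKM, a log2 ratio of 4.95. The chemokine gene Ccl7 and the galectin gene Lgals3 followed, with log2 ratios of 4.61 and 4.46. The lowest log2 ratios were those of Tph1 (-3.16), Gngt1 (-2.77) and Pde6g (-2.69), known from the pineal gland or photoreceptors. These 3 genes were high in the 13 month contralateral library alone, at 10.4, 6.05 and 11.0 RPKM, against at most 1.27 RPKM in the other libraries. Next came the transcription factor gene Shox2 (-1.20) and the RNA-binding protein gene Qk (-1.16). In all, 874 of 12160 genes were higher by a log2 ratio of at least 1 and 8 were lower by as much, at an all-gene median of 0.01. With 0.1 RPKM added in place of 1 the lower genes were 34, and among genes with a mean of at least 5 RPKM 494 were higher and 3 lower.

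Inflammatory gene lists had the highest medians of the log2 ratio at 13 months. The median of 17 chemokines was 2.36, from Ccl7 (4.61) and Cxcl2 (4.06) down to Cxcl12 (-0.43) and Cx3cl1 (-0.57), a chemokine of neurons. Phagocytic microglia or macrophages had a median of 1.98 over 17 genes, led by Spp1 (5.06) and Lgals3 (4.46), with Axl (0.54) and Lpl (-0.16) lowest. For 15 genes of blood monocytes and infiltrating macrophages the median was 2.05, with the scavenger and endotoxin receptors Msr1 and Cd14 at 3.59. The 11 genes of microglia had 0.82, with Tyrobp at 2.46 and Aif1 at 2.28 as the highest. Reactive astrocyte genes had a median of 1.95 over 14 genes, with Lcn2 (4.23) and Cd44 (2.88) highest, whereas the 14 general astrocyte genes had -0.23. Interferon-response genes had a median of 1.49 over 25 genes, led by the antiviral gene Mx1 (2.60) and by Gbp2 (2.44). Cell cycle genes had 1.65 over 22 genes, with the DNA topoisomerase gene Top2a at 2.58 and the kinase gene Cdk1 at 2.41. Heme and iron handling had 0.69 over 18 genes, from Hmox1 (4.95) to Hmox2 (-0.19), the constitutive heme oxygenase. The 7 genes of erythroid cells had -0.17, and the hemoglobin gene Hbb was listed at 8.15 RPKM ipsilaterally and 9.66 RPKM contralaterally.

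Neuronal lists lay below the all-gene median at 13 months. General neuron genes had a median of -0.41 over 15 genes, all below 0, from Elavl4 (-0.34) and Map2 (-0.36) to Nefh (-0.58) and Snap25 (-0.63). Genes of striatal projection neurons had -0.53 over 14 genes, with the dopamine receptor gene Drd2 (-0.91) and the signalling regulator gene Rgs9 (-0.87) lowest. Immediate early genes, which neuronal activity induces, had -0.56 over 15 genes, with Arc (-1.07) and Nr4a1 (-0.95) lowest and Btg2 (0.43) highest. Synaptic vesicle genes had -0.48 over 17 genes, with Snap25 and Rab3a at -0.63. Choroid plexus genes had -0.43 over 11 genes, with Ttr (-0.87) and Clic6 (-0.65) lowest. Of 61 lists, 27 stood apart from random lists of matched expression on the high side and 15 on the low side. By chance 3.05 would be expected if genes and lists varied independently.

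At 21 months the same question was asked of old rats. Spp1 had 488 RPKM ipsilaterally and 12.5 RPKM contralaterally, a log2 ratio of 5.18. Gpnmb (ENSRNOG00000008816, chromosome 4), a transmembrane glycoprotein of phagocytic macrophages, had 327 and 10.5 RPKM, a log2 ratio of 4.84. Lcn2 (ENSRNOG00000013973, chromosome 3), which encodes the iron-siderophore binding lipocalin 2, had 539.6 and 20.2 RPKM, a log2 ratio of 4.68. Cxcl2, a chemokine that draws neutrophils, had 30.6 and 0.27 RPKM (4.63), and Lgals3 had 127 and 4.54 RPKM (4.53). The lowest log2 ratios were those of the ribosomal protein gene Rpl37 (-2.35), Tceal5 (-1.91), the pituitary hormone subunit gene Cga (-1.85), the mitochondrial ribosome gene Mrpl33 (-1.84) and the translation factor gene Eif5b (-1.81). All 5 were lower in the 21 month ipsilateral library than in any other. In all, 682 genes were higher by at least 1 and 35 lower, at an all-gene median of 0.09. The lower genes were 59 with 0.1 RPKM added in place of 1, and 413 were higher among genes with a mean of at least 5 RPKM.

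Most inflammatory lists kept high medians at 21 months. Chemokines had 2.39, with Cxcl2 (4.63) and Ccl7 (4.49) highest, and complement genes had 1.83 over 17 genes, with C3 (2.87), the central component of the cascade, and C5ar1 (2.27) highest. Reactive astrocyte genes had 1.69, with Lcn2 at 4.68 and the small heat shock gene Hspb1 at 2.87, and phagocytic microglia or macrophages had 1.65. Microglia genes had 1.26, with Tyrobp at 2.79 and Itgam at 1.95. Cell cycle genes had 1.39, with Cdk1 (2.59) and Mcm3 (2.03) highest. Interferon-response genes had 0.91, from Mx1 (1.81) and Oasl (1.57) to Irf9 (0.25). Genes of antigen presentation on MHC class II had 1.05 over 8 genes, against 2.06 at 13 months, and genes of T and NK cells had 0.62 over 5 genes, against 1.58. General neuron genes had -0.19 and did not stand apart. Striatal projection neuron genes had -0.24 and immediate early genes -0.23, and both of these lists stood apart on the low side. Choroid plexus genes had -0.60, with Sostdc1 (-1.0) and Clic6 (-0.92) lowest, and ependymal genes had -0.42 over 11 genes. On the high side 24 lists stood apart and on the low side 12.

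**Figure D1:**
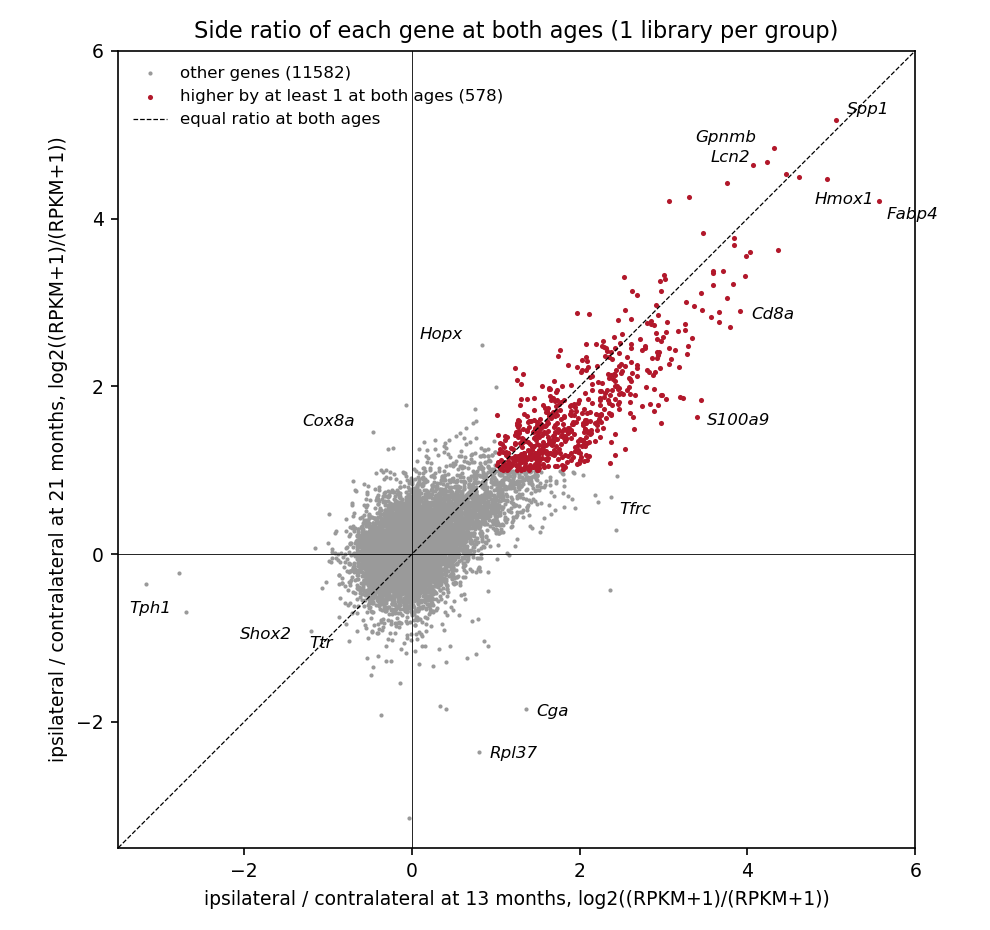
Each point is 1 of 12160 genes, with its log2 ratio of ipsilateral to contralateral RPKM, after adding 1 RPKM, at 13 months on the x axis and at 21 months on the y axis. The 578 genes higher by at least 1 at both ages are red and lie in the upper right, Spp1 at 5.06 and 5.18, while Cga (1.36 and -1.85) and Tph1 (-3.16 and -0.35) lie far from the dashed line of equal ratios.

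The repeat of the side comparison at the other age showed how far both ages shared their genes. Across genes the log2 ratios of the ages had a Pearson r of 0.77 and a Spearman rho of 0.52. At least 1 higher at both ages were 578 genes, against 49.0 expected by chance from 874 and 682 of 12160, and 0 genes were lower by as much at both. Cga, which encodes the alpha subunit of pituitary glycoprotein hormones, was the 1 gene past 1 in opposite directions. Among the 578 genes the ratio was smaller at 21 months for 432 and larger for 146, with a median difference of -0.26.

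Over both ages limma called 1618 genes that rose on the ipsilateral side and 99 that fell, at a Benjamini-Hochberg threshold of 0.05. Spp1 rose by 5.12 ± 0.17 on the log2 scale (SE, 2 libraries per side), Hmox1 by 4.71 ± 0.18 and Ccl7 by 4.55 ± 0.17. Cd68, a lysosomal marker of phagocytes, rose by 3.76, Aif1, a marker of microglia and macrophages, by 1.89, and Gfap, the intermediate filament of astrocytes, by 1.61. Gfap was listed at 1151 and 443 RPKM at 13 months and at 1225 and 340.1 RPKM at 21 months. Among the genes that fell, Shox2 had a fitted log2 change of -1.06 (adjusted p = 0.0001 in limma, lower at both ages). Ttr, the thyroid hormone carrier made by the choroid plexus, fell by 0.81 on the log2 scale. Its values went from 1200.3 to 656 RPKM at 13 months and from 1767 to 1049 RPKM at 21 months. Whether the samples of both sides held the same share of choroid plexus was not tested. The fall of Ttr and of the choroid plexus genes below therefore cannot be assigned to the bleeding. Tnnc2 and Rab3c, a vesicle-trafficking gene, fell by 0.80 and 0.70, and Egr3, an activity-induced transcription factor gene, by 0.65. The receptor genes Lilrb4 (3.81) and Cd300le (4.09) of myeloid cells and the proteoglycan gene Sdc1 (4.0) were among those that rose most at both ages. Both ages had the sign of the fitted change for 99 of 99 genes that fell and for 1617 of 1618 that rose, the exception being Stra13. Opposite signs make the fitted change small against the residual, so this agreement is largely set by the call. It is no separate test of repetition. The fit has 1 residual degree of freedom, the age-by-side difference, and leans on a spread pooled over genes, so that genes carried by 1 library, such as Tph1, also passed. Scaling the libraries by their median ratio gave 248 genes that fell in limma, and a mean of at least 5 RPKM gave 841 that rose and 40 that fell. With no filter on low values limma called 0 genes in either direction, although 2641 were higher and 719 lower at an unadjusted p under 0.05.

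Against 1618 of all 12160 genes that rose in limma, all 25 interferon-response genes rose (25 adjusted over the list alone), as did all 22 cell cycle genes (22 adjusted over the list alone), 11 of 11 genes of MHC class I presentation and 8 of 8 of class II (11 and 8 adjusted over the list alone). Of 17 genes of phagocytic microglia or macrophages 16 rose (16 adjusted over the list alone), Lpl being the exception. Of 15 monocyte and macrophage genes 12 rose, and 15 adjusted over the list alone. Chemokines rose in 15 of 17 (15 adjusted over the list alone), all but Cx3cl1 and Cxcl12, and complement genes in 15 of 17 (15 adjusted over the list alone), all but the surface inhibitors Cd55 and Cd59. Cytokine and receptor genes rose in 16 of 17 (17 adjusted over the list alone), with Il1b, which encodes interleukin 1 beta, at 3.65. Lysosomal genes rose in 18 of 19 (18 adjusted over the list alone), and microglia genes in 7 of 11 (7 adjusted over the list alone). Of 14 neutrophil and 16 T and NK cell genes matched, 5 and 5 passed the filter of 1 RPKM, and all of these rose (5 and 5 adjusted over the list alone). The filter uses the mean over both sides, so a gene low contralaterally passes more easily if it is higher ipsilaterally. The full share that rose in these lists is therefore partly set by the filter. Reactive astrocyte genes rose in 13 of 14 (13 adjusted over the list alone), all but Tm4sf1, whereas 0 of 14 general astrocyte genes passed (0 adjusted over the list alone). Extracellular matrix and scar genes rose in 11 of 23 (11 adjusted over the list alone), with Tgfbi at 3.28 and Thbs1 at 2.24.

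Of 18 genes of heme and iron handling 11 rose (14 adjusted over the list alone), among them Hmox1, Lcn2, Tfrc, the transferrin receptor gene, at 1.52, and Hp, the hemoglobin scavenger haptoglobin, at 1.85. Of 7 erythroid genes Slc25a37, a mitochondrial iron importer, rose by 0.70 and Hba2 had a fitted log2 change of -0.63 (1 and 1 adjusted over the list alone). The neuronal genes Rbfox3 (-0.30), Fos (-0.19), Drd1 (-0.21) and Ppp1r1b (-0.45) did not pass. In 15 general neuron genes the neurofilament genes Nefm (-0.81) and Nefh (-0.68) fell and 13 did not pass (2 fell adjusted over the list alone). Rgs9 (-0.56) and Gpr6 (-0.53) fell among 14 striatal projection neuron genes (6 fell adjusted over the list alone). Among 15 immediate early genes Arc (-0.73), Npas4 (-0.69) and Egr4 (-0.56) fell and Fosl2 (0.60) rose (10 fell and 2 rose adjusted over the list alone). Choroid plexus genes fell in 5 of 11 (5 adjusted over the list alone), namely Ttr, Clic6 (-0.79), Sostdc1 (-0.76), Kl (-0.69) and Tmem72 (-0.52). Synaptic vesicle genes passed in 0 of 17 (0 adjusted over the list alone). Egr4, Kl, Tmem72, Tgfbi, Thbs1, Hp, Tfrc and Il1b were picked out in these lists after their values were seen.

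The title of the series names epigenetic modification, so enzymes of that kind were described as groups of their own. Of 17 genes of DNA methylation and demethylation 6 rose and 0 fell in limma (6 rose adjusted over the list alone). The median log2 side ratio of this list was 0.35 at 13 months, where it stood apart on the high side. At 21 months it was 0.14 and did not stand apart. Apobec1, a cytidine deaminase, had log2 side ratios of 3.0 and 3.33 at 13 and 21 months. Uhrf1, which guides maintenance methylation, had 1.23 at 13 months, and Gadd45a, a stress gene linked to demethylation, 1.18 at 21 months. The methyltransferase genes Dnmt1 (0.36 and 0.15) and Dnmt3a (0.36 and 0.14) and the dioxygenase genes Tet2 (0.02 and -0.09) and Tet3 (0.12 and -0.01) did not pass, and Tet1 was at or under 0.35 RPKM in every library. Ezh2, the catalytic subunit of Polycomb repressive complex 2, was the 1 gene of 32 histone methylation enzymes that rose (1 adjusted over the list alone), from 2.0 to 6.69 RPKM at 13 months and from 2.10 to 3.91 RPKM at 21 months. Sirt7, a deacetylase, was the 1 gene of 25 histone acetylation enzymes that rose (1 adjusted over the list alone), with ratios of 0.55 and 0.81. Of 10 genes of the RNA m6A machinery 0 passed (0 adjusted over the list alone), with medians of -0.01 and -0.04.

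**Figure D2:**
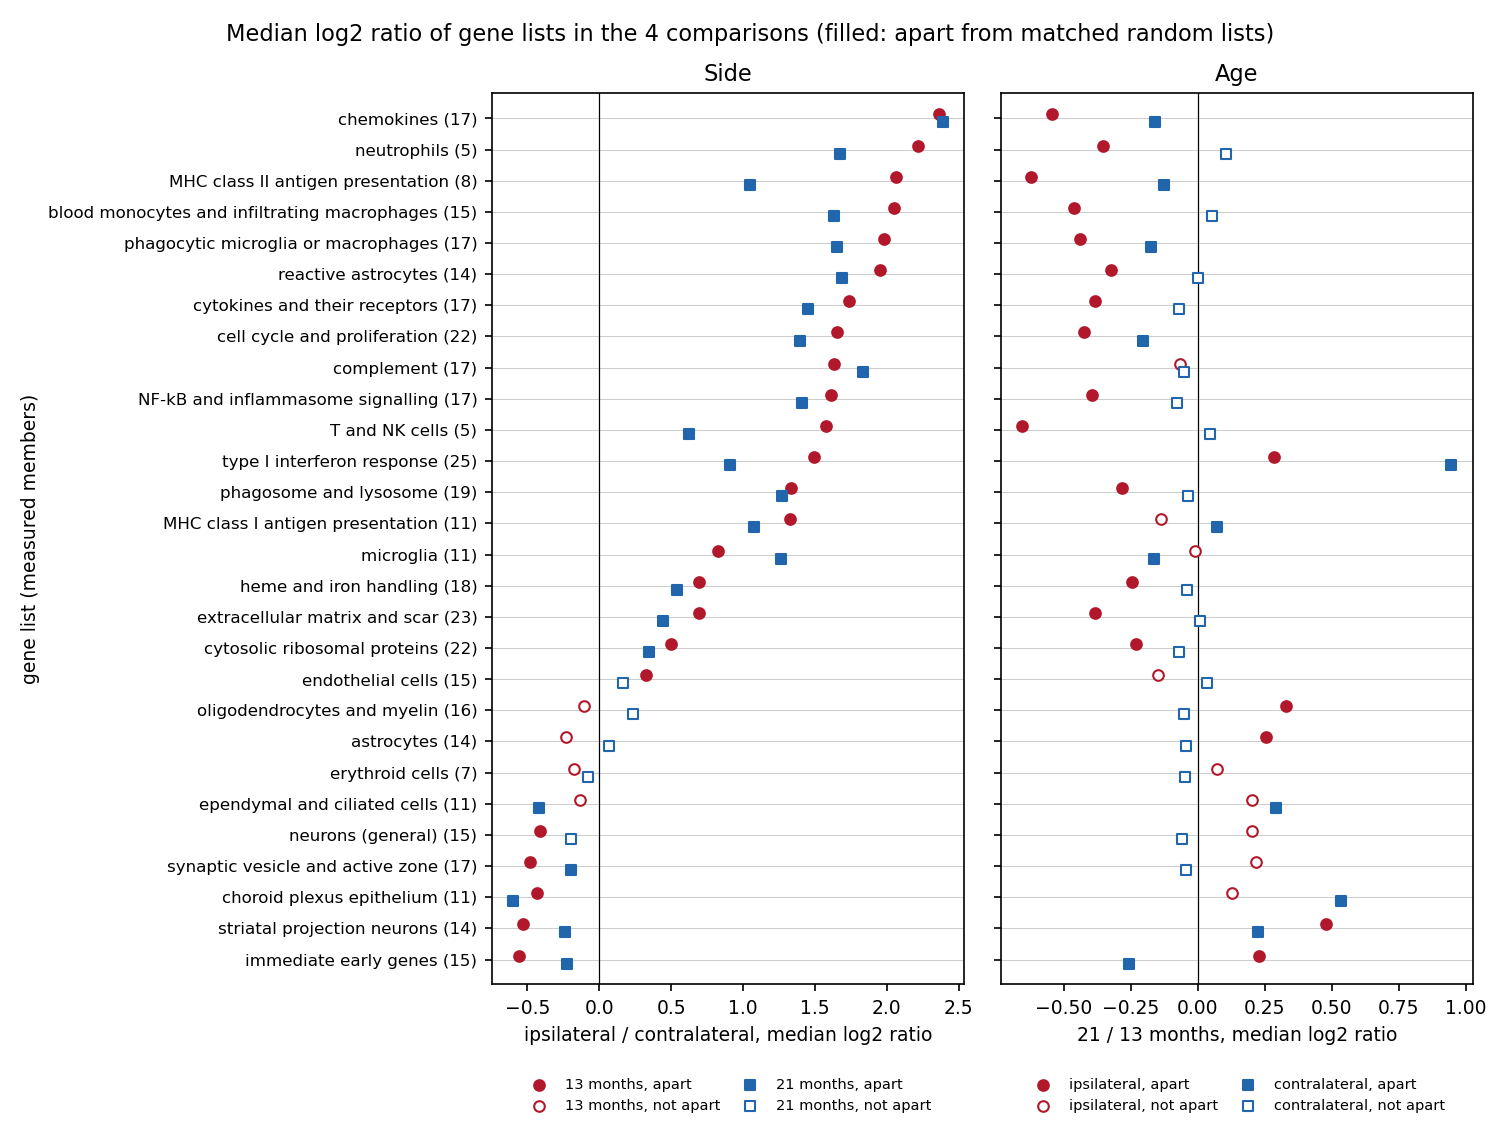
Median log2 ratio of RPKM, after adding 1 RPKM, over the measured members of 28 gene lists, for the sides (left) and the ages (right), each point being 1 list in 1 comparison. Filled points stood apart from 10000 random lists of matched expression, such as chemokines at 2.36 and 2.39 for the sides and interferon-response genes at 0.95 for age on the contralateral side.

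The contralateral side was compared between the ages to ask what differed between old and adult rats away from the bleeding. Interferon-response genes were the list that stood highest at 21 months. All 25 were higher, with a median log2 ratio of 0.95, from Ifit1 (2.15) and Ifit3 (1.55) to Stat2 (0.49) and XAF1 (0.47). Ifit1, an antiviral RNA-binding protein gene (ENSRNOG00000019050, chromosome 1), had 9.37 RPKM at 21 months and 1.34 RPKM at 13 months. Igkc, the immunoglobulin kappa constant gene (ENSRNOG00000049829, chromosome 4), had 27.7 and 2.55 RPKM, the highest log2 ratio at 3.01. Igj, the joining chain gene of plasma cells, had 1.59, and Mx2 had 1.41. Among the lowest, RT1-CE16 (ENSRNOG00000047706, chromosome 20), a class I histocompatibility gene, had 2.98 and 27.7 RPKM, a log2 ratio of -2.85, and the chemokine gene Cxcl13 had -1.69. Tph1 (-2.98), Gngt1 (-2.51) and Pde6g (-2.40), the genes high in the 13 month contralateral library alone, were also among the lowest 5. In all, 25 genes were higher by at least 1 and 16 lower, or 48 and 56 with 0.1 RPKM added in place of 1.

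Choroid plexus genes had a median of 0.53 on the contralateral side, with the channel genes Kcne2 (0.84) and Clic6 (0.58) highest, and ependymal genes had 0.29, with Rsph1 at 0.46. Striatal projection neuron genes had 0.23, with Gpr6 at 0.57 and Ppp1r1b, which encodes DARPP-32, at 0.41. Immediate early genes had -0.26, with Nr4a1 (-0.48) and Junb (-0.42) lowest, and cell cycle genes had -0.21, with Cdk1 at -0.48. Microglia genes had -0.16, with Cx3cr1 (-0.45) and Trem2 (-0.33) lowest. Class II presentation stood apart on the low side with a median of -0.13 and 2 of 8 genes above 0, Cd74, the invariant chain gene (1.12), and RT1-Da (1.11), and with RT1-Bb at -0.41. By the mean of its members the sign of this list turned positive, so its direction depends on the summary used. The 12 lists apart on the high side and 7 on the low side compare with 3.05 expected by chance for independent genes and lists.

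On the ipsilateral side the same comparison asked how the bleeding side differed between old and adult rats. Igkc again had the highest log2 ratio, 2.83, with 24.9 RPKM at 21 months and 2.65 RPKM at 13 months. Stra13 (1.73), the cytochrome c oxidase subunit gene Cox8a (1.63), the carbonic anhydrase gene Car3 (1.54) and the homeobox gene Hopx (1.52) followed. RT1-CE16 was lowest at -3.32, from 57.3 to 4.82 RPKM, followed by Rpl37 (-2.76), RT1-A1 (-2.43), Cga (-1.97) and Mrpl33 (-1.87). In all, 39 genes were higher by at least 1 and 80 lower, and with libraries scaled by their median ratio these counts were 27 and 105. Adding 0.1 RPKM in place of 1 gave 88 and 139.

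Most inflammatory lists lay lower in old than in adult rats on this side. Genes of T and NK cells had a median of -0.66, with Cd2 (-1.69) and Cd8a (-1.29), both T cell surface genes, lowest. Class II presentation had -0.62, with RT1-Bb (-1.46) and RT1-Db1 (-1.32) lowest. These genes were low at 21 months, at 1.02 and 0.76 RPKM, while RT1-Da (-0.13) and Cd74 (-0.36) of the same list moved less. Chemokines had -0.55, with Ccl4 (-1.46) and Ccl9 (-1.24) lowest and Cxcl2 (0.67) highest. Monocyte and macrophage genes had -0.46, with Ms4a7 at -0.99, and phagocytic microglia or macrophages had -0.44, with Cst7 (-1.67) and Lyz2 (-1.13) lowest. Cell cycle genes had -0.43, with Top2a (-0.88) and Mki67 (-0.83) lowest, and extracellular matrix genes had -0.39, with Postn (-0.83) and Col3a1 (-0.78) lowest. Microglia genes had -0.01, with Aif1 lowest at -0.93. Complement genes had -0.07, and interferon-response genes lay higher, with a median of 0.28, from Ifit1 (1.42) and Isg15 (1.20) to Gbp2 (-0.60). Striatal projection neuron genes had 0.48, with Drd2 (1.12) and Ppp1r1b (0.92) highest, and myelin genes had 0.33 over 16 genes, with Mobp (0.69) and Myrf (0.68) highest. On the high side 8 lists stood apart and on the low side 18. The high ones also included hippocampal and dentate markers (0.33), glutamatergic neuron genes (0.29) and general astrocyte genes (0.26). With 1 library per age, age cannot be told apart from the make-up of the tissue and of the RNA pool. That make-up was not tested.

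**Figure D3:**
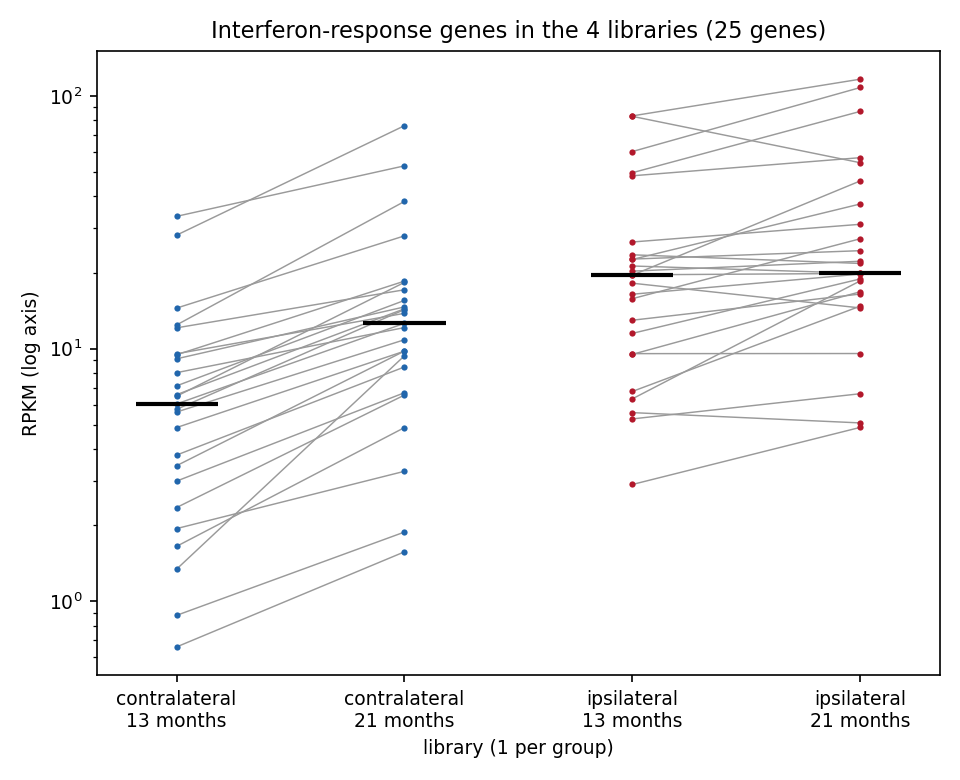
RPKM on a log axis of the 25 interferon-response genes in the 4 libraries, 1 per group, with grey lines joining the same gene between ages on each side and black bars for the medians. The median was 6.04 and 12.6 RPKM on the contralateral side and 19.5 and 19.9 RPKM on the ipsilateral side, at 13 and 21 months.

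Set side by side, the age ratios of both sides had little in common across genes, with a Pearson r of 0.07 and a Spearman rho of -0.06; r was 0.14 with 0.1 RPKM added in place of 1 and 0.04 with a mean of at least 5 RPKM. At least 1 higher on both sides were 6 genes, against 0.08 expected by chance, and 5 were lower by as much, against 0.11 expected. The chance numbers treat the sides as independent, although both sides of an age can come from the same rats. The overlap therefore cannot separate age from the animals of a pool. The 6 were Igkc, Ifit1, the ubiquitin-like gene Isg15, the antiviral gene Rsad2 and a pair of genes with placeholder names, AABR07065778.3 and AABR07065823.2, picked out after their values were seen. The 5 were RT1-CE16, RT1-A1, the acute phase gene Orm1 and, also picked out afterwards, LOC100364500 and AABR07043395.1. Isg15 had 46.1 and 19.5 RPKM ipsilaterally and 18.3 and 6.48 RPKM contralaterally, 21 months first. Lyz2, the lysozyme gene of macrophages, had age ratios of -1.13 and -0.87, and Ncf1, a subunit of the phagocyte NADPH oxidase, -1.42 and -0.91. Pdk4, a kinase gene that restrains glucose oxidation, had 0.73 and 0.87, and Il1b had -0.99 and -1.34. Cga was the 1 gene past 1 in opposite directions.

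The side ratio at 21 months minus that at 13 months asked for which genes the difference between the sides changed with age. Such a change can come from either side. The largest negative differences were those of Cga (-3.21), Rpl37 (-3.16), Mrpl33 (-2.25) and Eif5b (-2.14), genes lowest in the 21 month ipsilateral library. S100a9, a calcium-binding protein gene of neutrophils and monocytes, had side ratios of 3.40 at 13 and 1.64 at 21 months, a difference of -1.76. Tfrc had side ratios of 2.37 and 0.68, a difference of -1.70. The largest positive differences were those of Tph1 (2.81), Gngt1 (2.55) and Pde6g (2.01), set by the 13 month contralateral library, and of Cox8a (1.92), Stra13 (1.85), Hopx (1.65), Ndufb6 (1.55) and the synaptic protein gene C1ql2 (1.47). Hopx had 163.8 RPKM in the 21 month ipsilateral library, against 56.3 RPKM in the 13 month one and 31.0 and 28.3 RPKM contralaterally. In all, 79 genes had a difference of at least 1 and 92 of at most -1, or 50 and 119 with libraries scaled by their median ratio and 196 and 180 with 0.1 RPKM added in place of 1. None of these differences could be tested with 1 library per group. Of the lists, 5 stood apart on the high and 18 on the low side, against 3.05 expected by chance for independent genes and lists. Medians were -1.02 for T and NK cells, -0.90 for class II presentation, -0.65 for interferon-response genes and 0.48 for hippocampal and dentate markers. Interferon-response genes had a median of 6.04 and 12.6 RPKM contralaterally and 19.5 and 19.9 RPKM ipsilaterally, 13 months first. Their difference therefore came mainly from higher contralateral values. Class II age ratios had medians of -0.62 ipsilaterally and -0.13 contralaterally. Within that list, Cd74 (-0.36 and 1.12) and RT1-Da (-0.13 and 1.11) differed mainly contralaterally.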

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

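The tests of technical explanations in this part, for the genes whose side ratio differed between the ages, were chosen only after the result was seen. The results below stood out because the libraries of both ages, or of both sides, moved in opposite directions, and with 1 library per group the difference was not tested for any of them.

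The side ratio of Cga, the pituitary hormone subunit gene, was 1.36 at 13 months and -1.85 at 21 months, a difference of -3.21. That of Rpl37 was 0.81 and -2.35, a difference of -3.16. Rpl36 had 0.86 and -1.04, a difference of -1.89, and Rpl31l4 had 0.65 and -1.23, a difference of -1.89. Igj, the joining chain gene of plasma cells, had 0.72 and -0.80, a difference of -1.52. Between the sides, the age ratio of Cga was -1.97 ipsilaterally and 1.25 contralaterally, a difference of 3.21 (contralateral minus ipsilateral, as below), and that of S100a9 was -0.93 and 0.83, a difference of 1.76. The median age ratio of glutamatergic neuron genes was 0.29 ipsilaterally and -0.15 contralaterally, a difference of -0.43. For immediate early genes it was 0.23 and -0.26, a difference of -0.48.

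In all, 171 genes had side ratios that differed between the ages by at least 1 (79 higher and 92 lower at 21 months). Leaving out the ribosomal protein and mitochondrially encoded genes recomputed no other ratio. That run therefore showed only that 165 of the 171 genes were of neither class. It could not test reads shared between copies of ribosomal protein genes as a cause. For 3 of the 79 (Tph1, Gngt1 and Pde6g) the difference stayed at least 1 with the 21 month ipsilateral value set to 0 RPKM. These 3 were picked by that bound, which cannot test the 92. Their difference was set by the 13 month contralateral library, as stated above. Uneven read recovery within transcripts in the 21 month ipsilateral library was therefore argued against for these 3 alone. For the other genes it cannot be told apart from an effect of age, because a pair of mitochondrial reading frames on 1 transcript, Mt-atp6 and Mt-atp8, had a log2 ratio in that library 1.36 away from the nearest of the other 3 (range 0.36), while Mt-nd4 and Mt-nd4l lay 0.18 away (range 0.19). Of the 171 genes, 72 lay at least 0.5 (log2) beyond the other 3 libraries in that library, 59 in the 13 month ipsilateral, 18 in the 13 month contralateral and 6 in the 21 month contralateral one, and age itself and the make-up of the RNA pools stay open, untested.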

How the results depend on the processing

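The runs without ribosomal protein and mitochondrially encoded genes and without genes lacking a symbol were chosen after seeing the data, and every count and correlation kept its direction and stayed within 1.5 times its value under both. These runs left out 162 and 53 genes and recomputed no ratio of another gene. Outside limma they could therefore change little by construction. Counts and correlations also kept their direction and stayed within 1.5 times their value under scaling to equal sums and, for limma, with an intensity trend. Adding 0.1 RPKM in place of 1 gave 34 genes lower at 13 months and 59 at 21 months between the sides. It gave 88 higher and 139 lower with age ipsilaterally and 48 and 56 contralaterally, 196 and 180 for the difference of the side ratio, 4 lower at both ages, 17 lower with age on both sides and an r of 0.14 (0.07 before) for the age ratios of both sides. The higher counts follow from its construction, since a smaller pseudocount widens the ratios of low genes. A mean of at least 5 RPKM left 8018 genes and gave 494 higher and 3 lower at 13 months, 413 higher at 21 months, 25 higher with age ipsilaterally, 16 higher and 9 lower contralaterally, 348 higher at both ages, 3 lower with age on both sides and an r of 0.04 for the age ratios. In limma it gave 841 that rose and 40 that fell, with fewer genes tested. With no filter on low values limma called 0 and 0; its prior degrees of freedom were then 1.56, against 19.5. Median-ratio scaling gave 50 higher for the difference of the side ratio, 1 lower at both ages and 248 that fell in limma; the cause was not tested. It moved the all-gene median by at most -0.09 (sides at 21 months).

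Of 146 list medians that stood apart, 144 did so under either scaling, 141 with 0.1 RPKM added, 132 with no filter and 129 by the mean of members, and 108 of 129 with a mean of at least 5 RPKM. The lists that changed sign were ageing and senescence markers with age ipsilaterally (0.064 with no filter, -0.32 before), dopamine and serotonin signalling between the sides at 21 months (0.016 with a mean of at least 5 RPKM, -0.20 before) and, by the mean of members, MHC class II (0.14, -0.13 before) and class I (-0.13, 0.07 before) with age contralaterally; the cause was not tested. Of 196 ratios of named genes, 36 moved by at least 0.5 with 0.1 RPKM added and 0 reversed. The limma calls were followed across settings for 24 of the named genes that passed, not for all of them. All 24 lost the call with no filter, where limma called 0 genes in either direction. No paired analysis was possible because the labels give no shared replicate numbers, apart from the limma fit, which compares the sides within each age; with 1 library per group, no library could be left out in turn. Unknown depth limits the low values most.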

Other observations

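The tests of a tissue source and of the interferon pattern in this part were chosen only after the results were seen.

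Several gene groups beyond those described above differed between the sides. Matrix proteases and their inhibitors had a median log2 side ratio of 1.12 over 11 genes at 13 months, with the membrane protease gene Mmp14 (2.89) and the urokinase gene Plau (2.66) highest, and of 0.87 at 21 months; in limma 8 rose (9 adjusted over the list alone). Apoptosis genes had 0.56 and 0.59 over 14 genes, with the death genes Bid (1.55) and Fas (1.49) highest at 13 months, and 7 rose (8 adjusted over the list alone). Genes of the Nrf2 response to oxidative stress had 0.51 and 0.54 over 13 genes, and 6 rose (7 adjusted over the list alone), led by Hmox1 and by the thioredoxin gene Txn1, at 2.0 at 21 months. Housekeeping genes, listed as a check of the samples, also stood apart, at 0.40 and 0.38 over 19 genes, and 6 rose (8 adjusted over the list alone), B2m and Actb among them. A median of that size alone was therefore not enough to mark an injury list. The housekeeping list shares Tfrc with heme and iron handling, B2m with MHC class I presentation and Gusb with the lysosomal list. It was not recomputed without them, so it is no baseline free of injury genes. Vascular lists stood closer to 0. Endothelial genes had 0.32 and 0.17 over 15 genes with 1 that rose, Tie1 (1 adjusted over the list alone), and in pericytes and smooth muscle, with 0.15 and -0.01 over 11 genes, the contractile gene Tagln rose (1 adjusted over the list alone), with ratios of 1.87 and 2.25. Of 16 myelin genes Aspa alone rose (1 adjusted over the list alone), and Mbp was listed at 697 and 966 RPKM at 13 months and at 1025 and 916 RPKM at 21 months, ipsilateral first.

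Neuronal function showed modest side ratios. Ionotropic glutamate receptor genes had medians of -0.37 and -0.13 over 14 genes, with Gria1 (-0.53) lowest at 13 months and Gria2 (-0.40) at 21 months, and GABA-A receptor genes had -0.38 and -0.22 over 11 genes, with Gabra5 (-0.74 and -0.36) lowest. Of these lists, 0 genes and 1 gene, Gabra5, fell in limma (0 and 0 adjusted over the list alone). Thalamic markers had -0.30 and -0.33 over 11 genes, and Tcf7l2, Gbx2 and Ntng1 fell (4 fell and 1 rose adjusted over the list alone). Whether the samples of both sides held the same share of thalamic tissue was not tested. Cholesterol synthesis genes had -0.25 and -0.03 over 18 genes, with 0 that passed (0 adjusted over the list alone), and cytosolic ribosomal protein genes had 0.50 and 0.35 over 22 genes, with 7 that rose (9 adjusted over the list alone). In the hypothalamic and pituitary list the neuropeptide genes Oxt (1.25) and Avp (1.14) had the highest side ratios at 21 months, and both rose in limma (2 adjusted over the list alone).

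Among immunoglobulin and histocompatibility genes, chosen after their values were seen, the age ratios of single genes went both ways. RT1-A1 had 7.40 and 44.2 RPKM ipsilaterally and 3.83 and 14.2 RPKM contralaterally, 21 months first. RT1-T24-3 had 7.64 and 5.07 RPKM and 5.71 and 2.34 RPKM in the same order. Igkc had 24.9 and 2.65 RPKM and 27.7 and 2.55 RPKM. Whether age or the animals of a pool set the ratios of histocompatibility genes was not tested.

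Tph1, Gngt1 and Pde6g were high in the 13 month contralateral library alone. Pineal tissue in that sample is a candidate source: of 12 other pineal or photoreceptor genes, 9 had their highest value in that library, against 3 by chance. All 12 stayed at or under 0.64 RPKM in each of the 4 libraries, in that library with Asmt at 0.28, Sag at 0.21 and Aanat at 0.01 RPKM, and no pineal profile was used here to say which levels a small share of such tissue would bring. Age and the make-up of the pool were not tested for this pattern.

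The 25 interferon-response genes were higher at 21 months on the contralateral side, at a median log2 ratio of 0.95. Library scaling was argued against, since the median was 0.97 after median-ratio scaling. More microglia as the whole cause were argued against by the microglia list, whose median on that side was -0.16, where the 2.18-fold higher interferon genes would need 1.03 (SD of its genes 0.19). More monocytes and macrophages were argued against in the same way, with a median of 0.051 and a highest gene at 0.57, where 0.76 would be needed (SD 0.31). On the ipsilateral side the median of the same 25 genes was 0.28. With age on the contralateral side, 12 lists stood apart on the high side and 7 on the low side. The high ones included choroid plexus (0.53), ependymal (0.29), vascular and meningeal fibroblast (0.19) and pericyte and smooth muscle genes (0.12). Whether these lists and the interferon genes share a cause was not tested. Age itself, other immune cells and events in the animals of 1 pool were not tested either and stay open.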
